A study of Mus musculus with 8 samples.

How the data were processed

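RNA sequencing was carried out on the cortex and hippocampus of 8 mice aged 1.5 months, per the labels, with 4 animals in the GFP group and 4 in the GFP-GR100 group and 2 females and 2 males in each. Each animal gave 1 library, made from total RNA with a stranded kit and sequenced from both ends. The deposited table holds whole-number counts per gene for each library, which the authors made with TopHat2 version 2.1.0 and the mm10 genome build, per the submitters' processing notes. These notes also name CASAVA, DESeq2 and R version 3.4.1. The gene counter, the annotation release and the use of strand in counting are not given in the sources used here. The same deposited table holds RPKM values, and the counts, the listed gene lengths and these RPKM values gave back each library's summed counts with ratios between 1.00023 and 1.00024, so the authors scaled RPKM to the sum of the gene counts. Gene positions, start, stop and length are as deposited on mm10. Replicate numbers were given in accession order and pair no animals.

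The table lists 43346 genes, of which 32096 had a count in some library. All 37 rows of the mitochondrial chromosome held 0 counts in all 8 libraries, so the list of mitochondrially encoded proteins was not tested. Of the gene identifiers, 98% were found in GENCODE release M21, and 78.9% of those had the same chromosome, start and end there. That annotation was used for newer gene symbols and gene classes only. Total counts ran from 65880460 to 89113010 per library, so that 3 counts correspond to between 0.0337 and 0.0455 CPM, the unit of counts scaled to a common library total. For the share of counts at Yam1 in a single library, the widest 95% Wilson interval was ± 0.0061 percentage points, which covers counting error only. No pair of libraries within a group agreed within sampling noise, with the lowest chi-square per degree of freedom at 16.6. Each library came from a different animal, so this value includes differences between animals and cannot judge the quality of the replicates.

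Counts were analysed with edgeR version 4.0.16 and limma version 3.58.1 in R version 4.3.3. Genes were kept by filterByExpr on group, with a minimum count of 10 and a minimum total of 15, which left 20987. The 2 libraries of each sex and group share 1 estimate of the spread with the others. Libraries were scaled by TMM, and the robust quasi-likelihood test was run with sex and group in the model. Log2 fold changes are GFP-GR100 over GFP, with standard errors (SE) computed from the fold change and its F statistic, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The difference of the group effect between sexes, and the effect within each sex, came from a model with the product of sex and group. CPM values are scaled by TMM and given as mean ± SD. Gene lists numbering 43 were fixed before the data were examined, and 42 had at least 5 tested members. They covered stress and translation processes, immune processes, the cell types of the forebrain and the tissues next to it. They were tested with camera at its preset correlation of 0.01, with an estimated correlation as an alternative, and with fry, which tests whether a list's genes move one way on balance. Members were matched by the deposited symbol. After a first look at the fits, members absent under that symbol were also matched by their M21 symbol, which gave 5 members, 2 of them in the ependymal list and 1 each in the ribosome biogenesis (Cirh1a), autophagy and thalamus lists. Brain weight was compared with a two-sided exact permutation test over the 70 assignments of 8 animals to groups of 4.

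Named genes followed a rule fixed before the data were examined. It took the 10 largest rises and 10 largest falls among called genes whose groups did not overlap, with at least 1 CPM in the higher group and no gene-model or clone name. It added up to 3 called members of each main list, or the member with the smallest p where none passed, and up to 2 called members of each other list that camera called. Up to 5 genes of the interaction test and of the sex test, Xist, 4 Y-linked genes and the C9orf72 orthologue completed it. Alternatives were median-of-ratios size factors, no filter, a minimum mean of 1 CPM, DESeq2 version 1.42.0, limma-voom, limma-trend on log2(RPKM + 0.1), no sex covariate, an absolute log2 fold change of at least 1, and leaving out each library. A fit without GFP 3 and GFP-GR100 4, and a fit with the share of counts at the rRNA loci Yam1, AY036118 and Lars2 as a covariate, were chosen after seeing the data. A test of blood carry-over was first computed with an interval based on the t distribution and then restated per library because each group has 4 animals, with the same verdict.

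The tests were also run on simulated data with known answers, with 200 genes changed among the 20987. For GFP-GR100 against GFP, 73% of the genes changed by 1 on the log2 scale and 93% of those changed by 2 were called, and 12 of 178 calls were false. For the interaction, these shares were 31% and 70%, and 11 of 112 calls were false. For males against females they were 74% and 92%, and 9 of 175 calls were false. In the camera test, a simulated list of 30 genes raised by 0.5 was called, and 0 of 42 unchanged lists were, where genes varied independently. Figures were drawn with Python version 3.11.15 and matplotlib version 3.10.9. The level of the transgene was not analysed here.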

Results

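Gene expression was measured in the cortex and hippocampus of 1.5-month-old mice expressing either green fluorescent protein (GFP) or GFP fused to 100 glycine-arginine repeats (GFP-GR100). Poly(GR) is one of the dipeptide repeat proteins made from the expanded repeat in C9orf72, a common genetic cause of frontotemporal dementia (FTD) and amyotrophic lateral sclerosis (ALS). The construct was carried in an adeno-associated virus vector plasmid. The title of the series concerns protein translation and stress granules. Each group held 4 animals, 2 females and 2 males, with 1 library per animal. Total counts were 65880460, 75524198, 89113010 and 80766297 in GFP 1 to 4 and 88716993, 75533579, 77316371 and 67225465 in GFP-GR100 1 to 4.

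The cortex and hippocampus of GFP-GR100 mice weighed less than those of GFP mice. The mean weight was 76.95 ± 5.78 mg (SD, n = 4) against 118.2 ± 6.41 mg (SD, n = 4), a difference of -41.3 mg, or 34.9% lower. The heaviest GFP-GR100 sample weighed 85.1 mg and the lightest GFP sample 111.4 mg. The two-sided exact permutation p was 0.0286, the smallest that 4 against 4 animals can give. The difference was -42 mg in females and -40.5 mg in males, and with permutation within each sex the exact p was 0.0556, the smallest that the 36 assignments within sex can give, so that this test could not have passed 0.05.

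The libraries differed in the share of counts at loci that carry ribosomal RNA sequence. Yam1 took 6.94% and 3.97% of counts in the GFP females, 2.31% and 2.11% in the GFP males, 1.87% and 1.58% in the GFP-GR100 females and 5.20% and 5.82% in the GFP-GR100 males. The share was thus higher in GFP females and GFP-GR100 males than in the other 4 libraries. GFP 3 lay above the other GFP libraries for Trem2 (18.5 against 12.7 to 13.4 CPM) and Gfap (332 against 200 to 209 CPM), and GFP-GR100 4 had a median score of -0.406 for excitatory neuron markers on the log2 scale, against 0.0183 to 0.0836 in the other GFP-GR100 libraries.

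**Figure D1:**
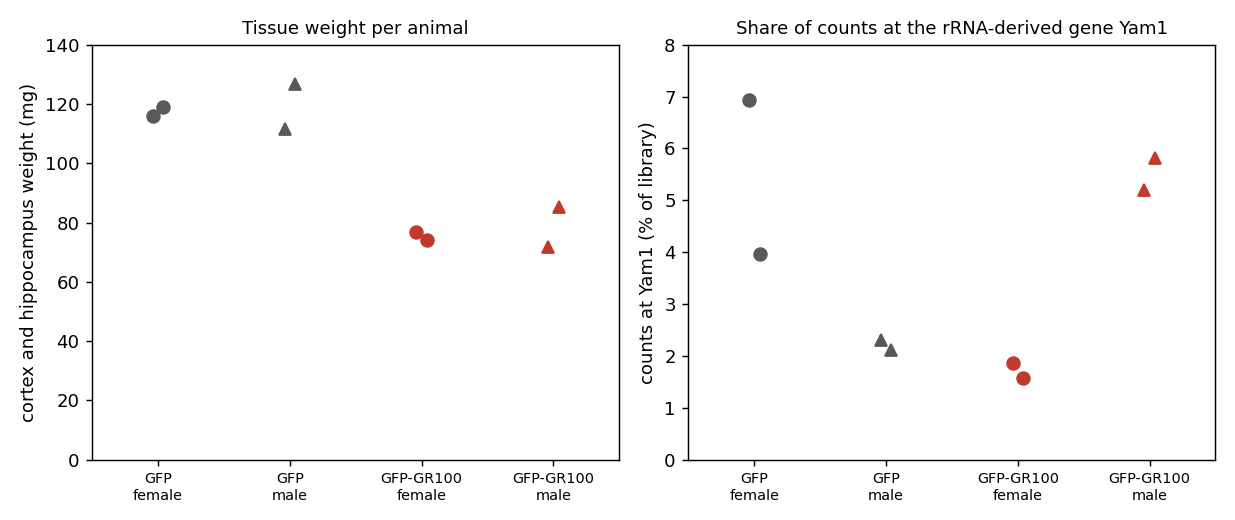
Weight of the cortex and hippocampus in mg (left) and percent of counts at Yam1 (right), 1 point per animal, by group and sex. Weights of GFP-GR100 animals lie between 71.9 and 85.1 mg, and Yam1 shares are highest in GFP females and GFP-GR100 males.

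The first comparison asked which genes differ between GFP-GR100 and GFP brains. Most listed genes of the antiviral interferon response rose, together with many markers of microglia and some genes of complement and reactive astrocytes. Of these lists, only that of interferon-stimulated genes was also called with an estimated correlation. With fry, the interferon, complement, reactive astrocyte and both microglia lists were called higher (adjusted p from 0.00362 to 0.0203). Some genes of the choroid plexus and ependyma fell, as did a few chaperones of the endoplasmic reticulum and cytosol. Of 20987 genes tested, 460 rose and 68 fell in GFP-GR100, and 3274 had an unadjusted p under 0.05, where chance gives 1049. The values of the 4 GFP-GR100 libraries lay above all GFP values for 445 of the genes that rose and below them for 56 of those that fell. Groups did not overlap for 8.06% of all tested genes, where chance gives 2.86%. Without GFP 3 and GFP-GR100 4, a choice made after seeing the data, 573 genes rose and 113 fell. The number that fell was 37 without GFP 4, 19 without GFP-GR100 2 and 21 without GFP-GR100 3, and DESeq2 called 724 higher and 200 lower.

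**Figure D2:**
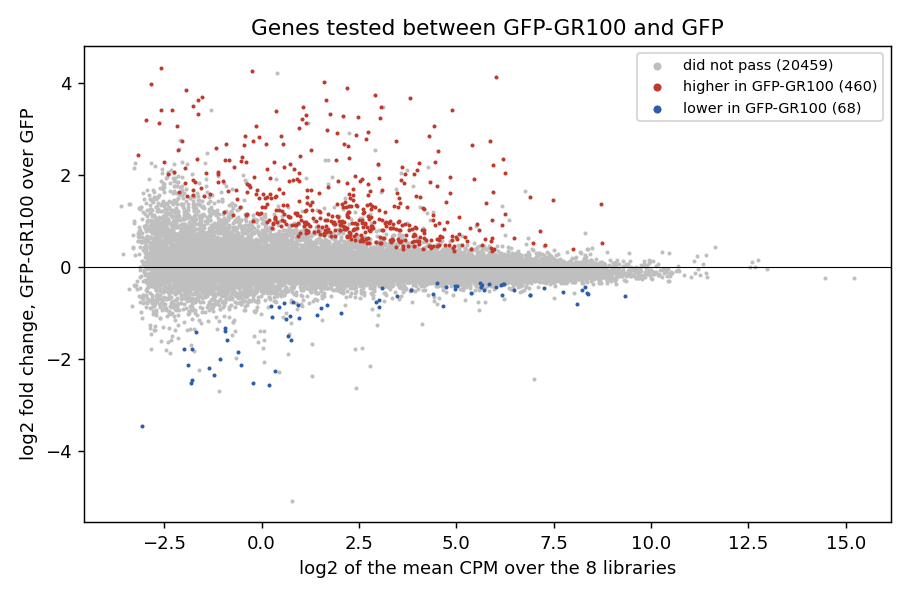
Log2 fold change of GFP-GR100 over GFP against the log2 mean CPM, 1 point per tested gene. The 460 genes that rose are red, the 68 that fell are blue, and grey genes did not pass.

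Interferon-stimulated genes had the largest median shift of the 42 lists tested. Of 35 measured members, 28 rose and 0 fell, and 34 rose when adjusted over the list alone. All 35 had a log2 fold change above 0, with a median of 2.22. Oas2, which makes the second messenger that activates RNase L, rose from 1.06 ± 0.312 to 10.1 ± 0.457 CPM (log2 fold change 3.27, SE 0.20, adjusted p = 6.64e-06). Irf9, a transcription factor that helps turn on these genes, rose from 11.7 ± 1.72 to 45.3 ± 5.54 CPM (log2 fold change 1.95, SE 0.12, adjusted p = 7.93e-06). Stat2 rose from 21.6 ± 1.49 to 45.9 ± 3.42 CPM, a log2 fold change of 1.08. Oasl2, on chromosome 5 from 114896936 to 114912234 in mm10, rose from 7.0 ± 3.44 to 122.8 ± 22.7 CPM, or 17.5-fold. Ifit1, an antiviral RNA-binding protein, rose 10.7-fold, Mx1, a dynamin-like GTPase that blocks viruses, 14.8-fold, and Usp18, which removes the modifier Isg15, 12.8-fold. Ifi44 rose 11.2-fold and Ddx60 13.3-fold. Oas1b and Oas1g also rose, by 12.4-fold and 11.2-fold, but belong to a family of near-identical copies among which counting could split reads. The median log2 fold change of the list was 2.19 in females and 2.29 in males. The camera test called the list higher (adjusted p = 9.55e-163), and it was the 1 list that also passed with an estimated correlation (adjusted p = 0.0472 with an estimated correlation).

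**Figure D3:**
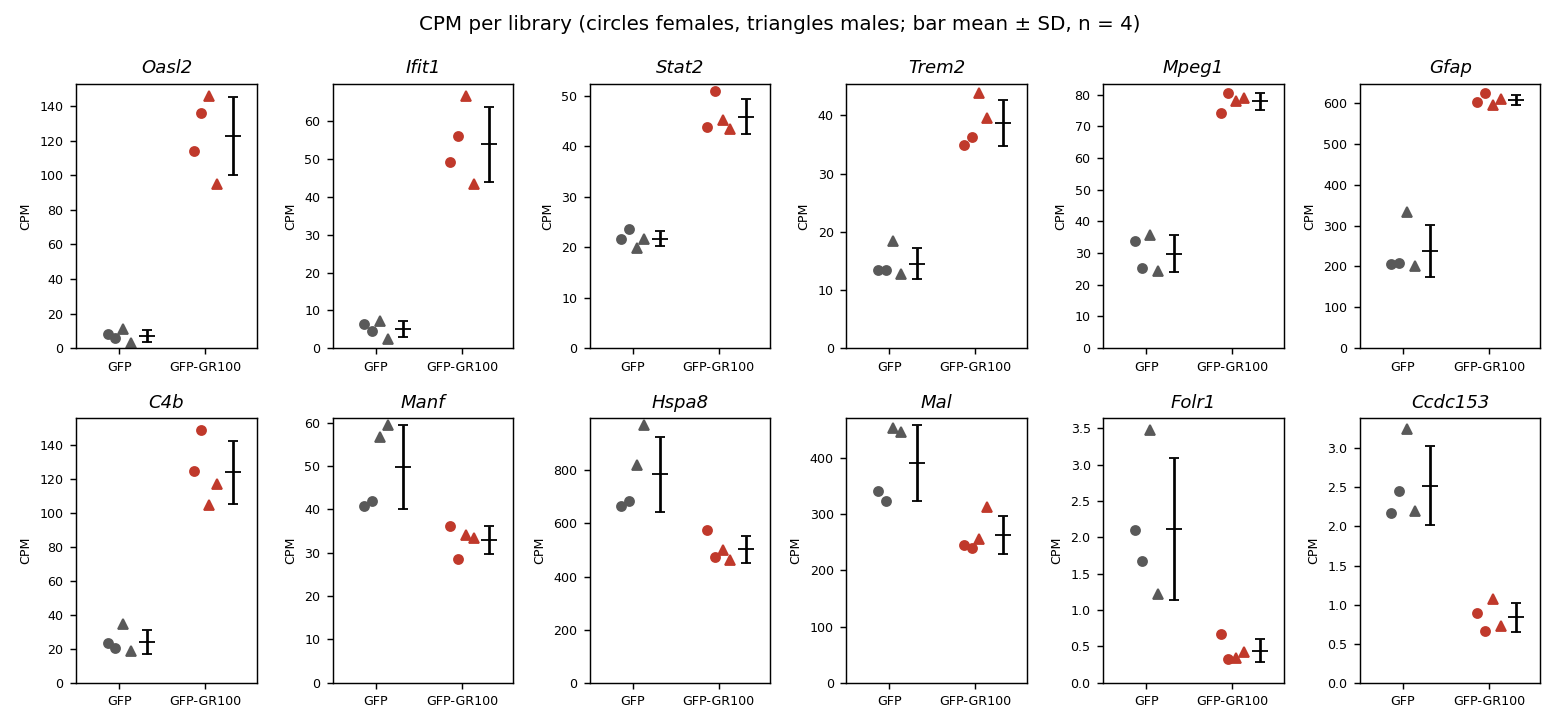
CPM per library of 12 named genes in GFP and GFP-GR100, with circles for females, triangles for males and a bar for the mean ± SD (n = 4). The GFP-GR100 values of all 12 genes lie outside the range of the GFP values.

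Most homeostatic markers of microglia, the resident immune cells of the brain, rose. Of 25 homeostatic markers, 19 rose and 0 fell, and 21 rose and 1 fell when adjusted over the list alone. Trem2, a lipid-sensing receptor on chromosome 17 from 48346401 to 48354147, rose from 14.5 ± 2.69 to 38.7 ± 3.95 CPM (log2 fold change 1.42, SE 0.11, adjusted p = 2.48e-05). The fractalkine receptor Cx3cr1 rose from 47.2 ± 4.91 to 73.4 ± 3.25 CPM and Laptm5 from 31.9 ± 4.46 to 60.7 ± 3.70 CPM. The median log2 fold change of these markers was 0.65, and the list was called higher (adjusted p = 3.99e-44 by camera, but adjusted p = 0.0885 with an estimated correlation). Of 35 disease-associated markers, 18 rose and 0 fell, and 25 rose when adjusted over the list alone (adjusted p = 9.74e-44 by camera, but adjusted p = 0.0885 with an estimated correlation). Mpeg1 rose from 29.8 ± 5.78 to 77.9 ± 2.72 CPM and Cd84 from 3.38 ± 0.718 to 9.95 ± 1.17 CPM. Clec7a, the beta-glucan receptor, rose from 0.225 ± 0.134 to 2.38 ± 0.401 CPM, though the table carries this symbol under more than 1 identifier. Cst7, a cysteine protease inhibitor, rose 16.3-fold, and its adjusted p of 0.0175 went above the threshold without GFP 1 (0.0949) or without GFP-GR100 1, 2, 3 or 4 (0.0504, 0.0766, 0.0651 and 0.0657).

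Some complement, antigen presentation and cytokine genes also rose. Of 16 complement genes, 8 rose and 0 fell, with 9 adjusted over the list alone. C4b rose from 24.2 ± 7.0 to 123.7 ± 18.6 CPM, C4a from 2.16 ± 0.364 to 8.48 ± 1.06 CPM and C3ar1 from 2.41 ± 0.568 to 6.40 ± 0.252 CPM, although C4a and C4b are near-identical copies. Of 23 antigen presentation genes 7 rose, with 16 adjusted over the list alone, among them H2-T22 (log2 fold change 0.96, SE 0.10) and H2-M3 (1.08, SE 0.14), both of a gene family with similar members. The antigen presentation count was 14 without GFP 3 and 4 without GFP-GR100 2 or 3. It was 15 with DESeq2, 11 with limma-voom or no sex covariate, 12 with limma-trend on RPKM, and 15 higher and 4 lower with no filter on low counts. Of 17 cytokines and chemokines 7 rose, with 12 adjusted over the list alone, 12 with no filter and 4 with a mean of at least 1 CPM. The B cell attractant Cxcl13 rose from 0.0818 ± 0.0961 to 1.605 ± 0.748 CPM and Cxcl16 from 2.17 ± 0.671 to 5.55 ± 0.708 CPM. For these 3 lists camera gave adjusted p = 1.03e-19, 1.74e-16 and 2e-17 in that order. With an estimated correlation the calls were lost, with adjusted p = 0.147 for complement, 0.23 for antigen presentation and 0.147 for cytokines. With fry these 3 lists were called higher, with adjusted p = 0.0143, 0.0483 and 0.0143 in that order.

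Few markers of blood leukocytes passed the test, although all 13 monocyte and neutrophil markers had a log2 fold change above 0. Their median was 0.798, and 7 were higher at an unadjusted p under 0.05. Of 13 monocyte and neutrophil markers, 3 rose over all genes and over the list alone, with 6 with no filter and 1 with a mean of at least 1 CPM, among them the granulocyte colony-stimulating factor receptor Csf3r from 6.48 ± 1.33 to 16.1 ± 3.03 CPM and Plac8 from 0.382 ± 0.131 to 1.17 ± 0.170 CPM (camera adjusted p = 1.62e-08, adjusted p = 0.147 with an estimated correlation). Of 22 T and natural killer cell markers 0 passed the edgeR test, also over the list alone, and 5 were higher at an unadjusted p under 0.05. With no filter on low counts 2 of them were called higher. Camera called that list higher (adjusted p = 0.00728, adjusted p = 0.521 with an estimated correlation), but not without GFP 2 (0.0775) or GFP 4 (0.167). Of 8 red blood cell transcripts 0 passed, and 3 were called higher with no filter. The list had a camera adjusted p of 0.595, and was called higher without GFP-GR100 4 (0.0106). Over the 25 lists with 0 called members, which hold 897 members, 32 were higher and 124 lower at an unadjusted p under 0.05. DESeq2 called 6 of these higher and 9 lower, and limma-voom 1 and 1. With no filter edgeR called more in both directions. Among them were 1 immediate early gene higher and 6 lower, and 0 cholesterol synthesis genes higher and 3 lower.

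Some reactive astrocyte genes rose, and 0 general astrocyte markers passed. Of 39 reactive genes, 8 rose and 0 fell, with 19 higher and 2 lower adjusted over the list alone (camera adjusted p = 3.43e-13, adjusted p = 0.159 with an estimated correlation). The lists are not separate, since 9 of the 39 reactive genes and 6 of the 16 complement genes also stand in another list. C4b stands in both of these lists. DESeq2 called 14 higher and 1 lower, limma-trend on RPKM 13 and 0, and edgeR with no filter 15 and 2. The intermediate filament gene Gfap, on chromosome 11, rose from 236.8 ± 63.8 to 608.4 ± 12.4 CPM (log2 fold change 1.37, SE 0.15, adjusted p = 0.000475), and Aspg rose from 2.72 ± 0.570 to 6.81 ± 1.10 CPM. Of 22 general astrocyte markers 0 passed, also over the list alone, and the list was not called (camera adjusted p = 0.534). Sox9, a transcription factor of astrocytes, was at 22.4 ± 2.01 and 27.4 ± 2.66 CPM (adjusted p = 0.144).

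Some choroid plexus and ependymal genes fell. Of 16 choroid plexus markers 5 fell, with 14 adjusted over the list alone, and all 16 had a log2 fold change below 0, with a median of -1.47. Folr1, a folate receptor on chromosome 7 from 101858331 to 101870788, fell from 2.11 ± 0.975 to 0.439 ± 0.158 CPM (log2 fold change -2.26, SE 0.36, adjusted p = 0.00600), and Calml4 from 1.13 ± 0.479 to 0.255 ± 0.102 CPM. Of 13 ependymal markers 3 fell, with 7 adjusted over the list alone, among them Ccdc153 (log2 fold change -1.58, SE 0.21) and Tmem212 (-2.51, SE 0.34). The tight junction gene Cldn2 fell from 1.96 ± 0.953 to 0.336 ± 0.135 CPM, and the call was lost without GFP-GR100 2, 3 or 4 (adjusted p = 0.0635, 0.0651 and 0.0539). Among called genes of at least 1 CPM in GFP whose groups did not overlap, Cldn2, Tmem212, Folr1, Calml4, Ccdc153, Fam216b, Ak7, Fam83d, Drc7 and Fbln7 had the 10 largest falls, with log2 fold changes of -1.84, -1.14, -1.12, -1.10 and -1.07 for the last 5. Some called genes under 1 CPM fell by more. Ak7 and Fam83d did not pass without GFP-GR100 3 (0.0528 and 0.0502), Fam83d also not with limma-trend on RPKM (0.0624), and Drc7 not without GFP 3 (0.0559), GFP-GR100 2 (0.0832) or both GFP 3 and GFP-GR100 4 (0.0605). The choroid plexus count was 3 without GFP 1, GFP 2 or GFP-GR100 4, 2 without GFP-GR100 2 or 3, and 11 without GFP 4. It was 13 with DESeq2, 15 with no filter, 3 with limma-voom and 2 with limma-trend on RPKM or a mean of at least 1 CPM. Camera called both lists lower (adjusted p = 9.53e-16 for choroid plexus and 2.19e-07 for ependyma). Neither call held with an estimated correlation (adjusted p = 0.2 and 0.147). With fry the ependymal list was called lower (adjusted p = 0.0143) and the choroid plexus list was not called (0.0634).

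A few chaperones fell. Of 27 endoplasmic reticulum chaperones of the unfolded protein response 4 fell, with 18 lower and 1 higher adjusted over the list alone. Manf, a secreted stress-response protein, fell from 49.7 ± 9.70 to 33.0 ± 3.23 CPM (log2 fold change -0.57, SE 0.11, adjusted p = 0.0105), Hsp90b1 from 366.3 ± 53.2 to 269.7 ± 21.3 CPM and the calcium-binding chaperone Calr from 405.2 ± 114 to 262.1 ± 16 CPM. Of 30 cytosolic heat shock chaperones 3 fell, with 16 adjusted over the list alone. Hspa8, the constitutive Hsp70, on chromosome 9 from 40800984 to 40805200, fell from 784.5 ± 141 to 503.1 ± 51.3 CPM (log2 fold change -0.63, SE 0.12, adjusted p = 0.0139), Stip1 from 177.7 ± 27.9 to 128.3 ± 11.4 CPM and Hsph1 from 352.4 ± 51.03 to 250.5 ± 24.7 CPM. The median log2 fold change of the endoplasmic reticulum list was -0.18 in females and -0.53 in males. Camera gave adjusted p = 1.26e-11 for the endoplasmic reticulum list and 7.41e-10 for the heat shock list. With an estimated correlation these were 0.23 and 0.147, and with fry 0.0483 and 0.0143. Without GFP 4, the adjusted p was 0.0643 for Manf, 0.155 for Hsp90b1, 0.151 for Calr, 0.0661 for Hspa8, 0.18 for Stip1 and 0.16 for Hsph1. Without GFP-GR100 2 or 3 all 6 calls were also lost (0.0635 to 0.182 without the first and 0.0617 to 0.173 without the second). With limma-trend on log2(RPKM + 0.1) all 6 calls were lost too (0.0688 for Manf, 0.142 for Hsp90b1, 0.146 for Calr, 0.083 for Hspa8, 0.177 for Stip1 and 0.147 for Hsph1), and with no sex covariate all but that of Hspa8 (0.0523 to 0.117). Those of Stip1 and Hsph1 were lost with a mean of at least 1 CPM (0.052 and 0.0559), and those of Hsp90b1, Calr, Stip1 and Hsph1 without GFP 3 and GFP-GR100 4 (0.0559, 0.149, 0.109 and 0.078). Calr, Hsp90b1, Stip1 and Hsph1 were also lost without GFP 3 (0.0954, 0.0625, 0.0944 and 0.0586), Calr, Stip1 and Hsph1 without GFP-GR100 4 (0.0874, 0.0775 and 0.0797), Hsp90b1 and Stip1 without GFP 2 (0.0531 and 0.0777) and Hsph1 without GFP 1 (0.0693). The endoplasmic reticulum count was 1 without GFP 3 or GFP 4, 2 without GFP-GR100 4 and 11 without GFP-GR100 1, and the heat shock count was 5 without GFP 1 and 1 without GFP-GR100 4. The 2 counts were 11 and 8 with DESeq2, 13 and 9 with no filter or with the rRNA share in the model, 6 and 3 with limma-voom, 0 and 0 with limma-trend on RPKM, 4 and 1 with a mean of at least 1 CPM, and 1 and 1 with no sex covariate.

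The lists nearest to the title of the series showed small shifts. Of 82 cytosolic ribosomal proteins 0 passed and the list was not called (median log2 fold change -0.02, camera adjusted p = 0.673), but its direction rested on single libraries. It was called higher without GFP 3 (adjusted p = 0.00785), lower without GFP 4 (0.00703), and higher without GFP 3 and GFP-GR100 4 (0.000245). Of 48 translation factors 0 passed, and the list was called lower (median -0.13, adjusted p = 0.000618, adjusted p = 0.521 with an estimated correlation). Of 43 ribosome biogenesis genes and 43 stress granule proteins 0 passed, with camera adjusted p = 0.00766 and 0.0282, both at adjusted p = 0.521 with an estimated correlation. At an unadjusted p under 0.05, 0 ribosomal proteins, 4 translation factors, 8 ribosome biogenesis genes and 7 stress granule genes were lower, and 1 stress granule gene was higher. Rpl15, Eif3c, Cirh1a and Elavl4 had the smallest p in these lists, and their adjusted p were 0.427, 0.156, 0.215 and 0.231, with Eif3c at 0.0475 when the rRNA share was in the model. Of 34 integrated stress response genes 1 rose, the transcription factor Atf3, from 1.29 ± 0.427 to 3.01 ± 0.182 CPM (log2 fold change 1.22, SE 0.23, adjusted p = 0.0105). The list as a whole was called lower (median -0.14, adjusted p = 0.0234, adjusted p = 0.521 with an estimated correlation), against the direction of Atf3. With the rRNA share in the model 2 integrated stress response genes rose, 1 stress granule gene rose and 2 translation factors fell, and with no filter 1 stress granule gene rose. Adjusted over the list alone, the counts given first for these lists did not differ from those over all genes. Without GFP 3 and GFP-GR100 4 the translation factor, ribosome biogenesis and integrated stress response lists were not called (adjusted p = 0.162, 0.219 and 0.517). Ribosome biogenesis was also not called without GFP 4 or GFP-GR100 4 (0.11 each), stress granules without GFP 1 (0.105), GFP 4 (0.167), GFP-GR100 1 (0.0591) or GFP-GR100 2 (0.101), and the integrated stress response without GFP 3 (0.152), GFP 4 (0.127) or GFP-GR100 4 (0.232).

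Neuronal lists held 0 genes that passed in the main fit. With no filter, 2 excitatory neuron markers and 1 hippocampal field marker were called lower, and 1 inhibitory neuron marker higher. The synapse list then had 1 higher and 1 lower, and the immediate early genes 1 higher and 6 lower. DESeq2 called 1 synapse gene and 2 immediate early genes lower and 0 higher. Excitatory neuron (23 genes), inhibitory neuron (26) and hippocampal field markers (20) were not called, with camera adjusted p = 0.163, 0.778 and 0.308, and 0 members passed over all genes or over the list alone. Nrn1 was at 200.8 ± 23.8 and 158.9 ± 14.7 CPM (adjusted p = 0.125), Pvalb at 57.9 ± 6.60 and 47.7 ± 8.49 CPM (0.157) and Cpne4 at 60.8 ± 5.01 and 51.1 ± 4.92 CPM (0.166). The synapse list (66 genes) and the immediate early genes (37) were called lower with adjusted p = 0.0294 and 0.0343, but adjusted p = 0.521 with an estimated correlation and adjusted p = 0.689 with an estimated correlation. Of the 66 synapse genes 51 had a log2 fold change below 0, but 4 were higher and 2 lower at an unadjusted p under 0.05. For the immediate early genes 1 was higher and 6 lower at that threshold. Synapse was not called without GFP 4 (0.45), GFP-GR100 1 (0.0964) or GFP-GR100 4 (0.128), and immediate early genes without GFP 4 (0.249), GFP-GR100 4 (0.708) or both GFP 3 and GFP-GR100 4 (0.517). Excitatory neuron markers were called lower without GFP 2 (0.0397) or GFP-GR100 3 (0.014). Homer1, a postsynaptic scaffold protein, was at 222 ± 62.4 and 142.3 ± 40.7 CPM, with overlapping groups (edgeR adjusted p = 0.178, or 4.46e-08 with no filter, DESeq2 adjusted p = 0.00627). It stands in both the synapse and the immediate early list, so its calls count in both. The values with no filter in this paragraph came from a fit that no longer used the spread of each single gene. Of 30 ALS and FTD genes 0 passed and the list was not called (adjusted p = 0.162), with Tuba4a at an adjusted p of 0.149, at 0.0211 when the rRNA share was in the model and at 0.0293 with no filter. The mouse C9orf72 orthologue, 3110043O21Rik, was at 24.3 ± 0.882 and 23.7 ± 1.77 CPM (log2 fold change -0.04, SE 0.09, adjusted p = 0.838). The 30 p53 targets were not called (adjusted p = 0.308), and Cdkn1a was at 29.2 ± 8.75 and 17.8 ± 1.84 CPM (edgeR adjusted p = 0.0976, DESeq2 adjusted p = 0.00296), and passed without GFP 1 (0.0368) with the rRNA share in the model (0.00103) and with no filter (1.67e-07).

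A few oligodendrocyte genes fell. Of 25 myelin markers 2 fell, Mal from 390 ± 68.0 to 262.8 ± 33.7 CPM and Enpp2, which the choroid plexus also expresses, from 254.6 ± 44.2 to 174 ± 16.3 CPM, with 7 adjusted over the list alone (camera adjusted p = 2.19e-07, adjusted p = 0.521 with an estimated correlation). In this list GFP-GR100 4 scored 0.261, above the other GFP-GR100 libraries at -0.297 to -0.204. Of 18 precursor markers 1 fell, Gpr17, from 83.5 ± 5.88 to 65.02 ± 4.10 CPM, also over the list alone (camera adjusted p = 0.0294, adjusted p = 0.521 with an estimated correlation). With no sex covariate none of Mal, Enpp2 and Gpr17 passed (0.0673, 0.0666 and 0.0817), with limma-trend on RPKM Enpp2 and Gpr17 did not (0.105 and 0.159), and with a mean of at least 1 CPM Gpr17 did not (0.0742). Gpr17 did not pass without GFP 1, 2 or 4 (0.0779, 0.142 and 0.219) or GFP-GR100 1, 2 or 3 (0.128, 0.214 and 0.17), and Enpp2 did not without GFP 1 or 3 (0.085 and 0.0866) or GFP-GR100 1, 2 or 3 (0.0599, 0.153 and 0.128). The precursor list was not called without GFP 2 (0.0603), GFP-GR100 1 (0.0964) or GFP-GR100 3 (0.118), and without GFP-GR100 4 the counts were 6 for myelin and 3 for precursors. They were 4 and 1 with DESeq2 and 7 and 2 with no filter, and the myelin count was 1 with limma-trend on RPKM and 3 with the rRNA share in the model.

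The remaining lists held few called genes. Oxidative phosphorylation (76 genes, median -0.15), mitochondrial ribosome (77, median -0.14), proteasome (39, median -0.15), nuclear transport (50, median -0.10), mural and fibroblast (24, median -0.21), autophagy (31, median -0.09) and cell cycle (26, median -0.18) had 0 called members. Camera called each lower, with adjusted p = 3.44e-08, 1.57e-06, 0.000618, 0.00353, 0.00376, 0.0343 and 0.0343. With an estimated correlation proteasome had adjusted p = 0.543 with an estimated correlation, and the other 6 had adjusted p = 0.521 with an estimated correlation. Against the direction of its list, 2 proteasome genes were called higher and 0 lower with DESeq2 or with no filter. With limma-voom 1 was called higher and 0 lower. Of the 39 proteasome genes 35 had a log2 fold change below 0, and 3 were higher and 7 lower at an unadjusted p under 0.05. Cholesterol synthesis (23 genes, median -0.26) also had 0 called members, with 13 lower adjusted over the list alone (camera adjusted p = 1.32e-06, adjusted p = 0.236 with an estimated correlation). Of the mural list 1 gene was higher and 3 lower adjusted over the list alone, and the other 6 lists had 0. Of 25 replication-dependent histones 1 rose, Hist1h1c (log2 fold change 0.72, SE 0.12), with overlapping groups and an adjusted p of 0.174 with no sex covariate, and 3 adjusted over the list alone, 3 with DESeq2, limma-trend on RPKM or the rRNA share in the model, 4 with no filter and 2 with a mean of at least 1 CPM (camera adjusted p = 0.0211, adjusted p = 0.159 with an estimated correlation). Endothelium (24 genes), axon injury (17), striatum (13) and thalamus (14) were not called, with camera adjusted p = 0.657, 0.392, 0.235 and 0.809. Of these, endothelium had 2 genes higher adjusted over the list alone, and axon injury had 1 higher, Atf3, and 3 lower. Thalamus was called lower without GFP-GR100 4 (0.0072), whose score for that list was 0.923, against -0.412 to -0.0517 in the other GFP-GR100 libraries. Without GFP 3 and GFP-GR100 4, oxidative phosphorylation (adjusted p = 0.214), mitochondrial ribosome (0.265), proteasome (0.942), autophagy (0.304) and cell cycle (0.319) were no longer called. Proteasome was not called without GFP 3 (0.211) or GFP-GR100 4 (0.0896), nuclear transport without GFP 4 (0.131), autophagy without GFP 3 (0.102), GFP 4 (0.172), GFP-GR100 1 (0.0539) or GFP-GR100 4 (0.161), cell cycle without GFP 1 (0.106), GFP 3 (0.0904), GFP-GR100 2 (0.0581) or GFP-GR100 4 (0.245), and histones without GFP 2 (0.079), GFP 3 (0.0532), GFP-GR100 1 (0.0859) or both GFP 3 and GFP-GR100 4 (0.0518), or with no sex covariate (0.0794).

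**Figure D4:**
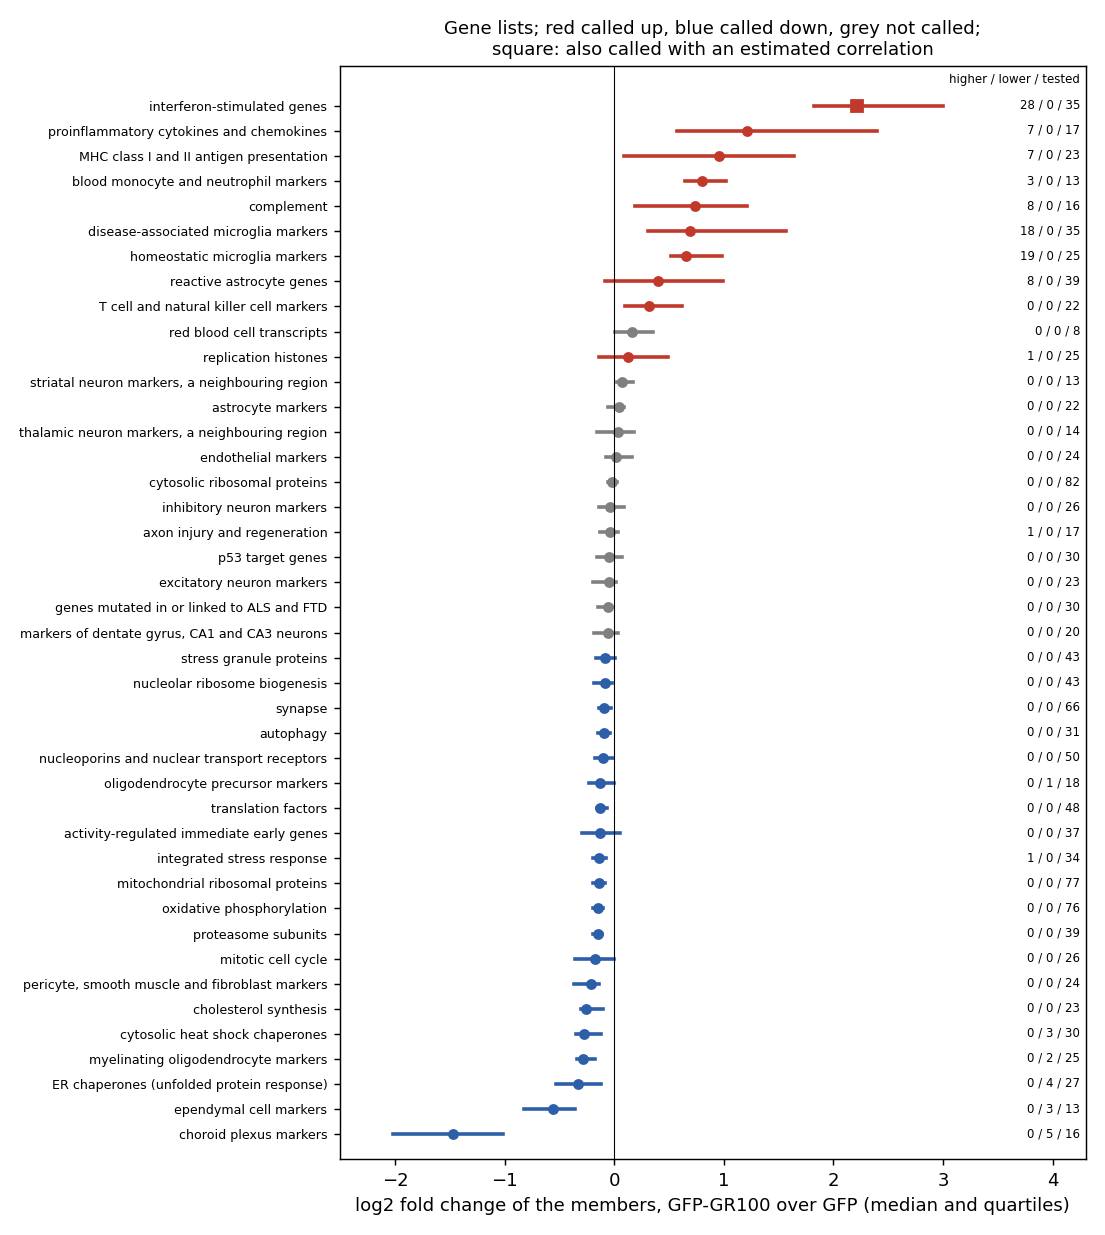
Median and quartiles of the log2 fold changes in each of the 42 tested lists, with the numbers of genes that rose, fell and were tested. Red and blue lists were called higher and lower by camera, and the square marks interferon-stimulated genes, which also passed with an estimated correlation.

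A second comparison asked whether the effect differed between the sexes. Within females, 174 genes rose and 11 fell in GFP-GR100, and within males 1166 rose and 793 fell, with 2 animals against 2 in each. The share of counts at the rRNA loci was 11.4% and 6.74% in GFP females and 3.2% and 2.76% in GFP-GR100 females. In males it was 3.8% and 3.54% in GFP and 8.77% and 9.83% in GFP-GR100. Within each sex the group effect thus cannot be told apart from the rRNA share, and the counts do not show a stronger effect in males. In the direction of a rise 147 genes were called in both sexes, where independent lists would share 9.67, and in the direction of a fall 2 genes, where they would share 0.416. Over all tested genes the female and male log2 fold changes had a Pearson r of 0.275. The interaction test called 11 genes, 9 with a male effect minus female effect above 0 and 2 with one below 0, while 3445 had an unadjusted p under 0.05, where chance gives 1049. Lars2, which carries rRNA-like sequence, had a male effect minus female effect of 2.65 (SE 0.19, adjusted p = 9.27e-05), Gm12913 of 2.17 and Mir6236 of 1.96. Vgf, a neuropeptide precursor induced by activity, on chromosome 5 from 137026392 to 137033351, had one of -1.41 (SE 0.16, adjusted p = 0.00579), and Dcx, a microtubule protein of young neurons, one of 1.28 (SE 0.17, adjusted p = 0.0179). Without GFP-GR100 1 the adjusted p was 0.0749 for Vgf, 0.171 for Dcx, 0.0749 for Gm12913 and 0.152 for Mir6236, and Dcx also did not pass without GFP 2 (0.0544) nor Mir6236 without GFP-GR100 2 (0.0611). The share of counts at Yam1, itself among the 11, followed the same crosswise order of the libraries. The interaction count was 1 without GFP-GR100 1, 7 without GFP-GR100 2, 25 without GFP-GR100 4, 803 without GFP-GR100 3, 451 without GFP 4 and 17 without GFP 3, and DESeq2 called 567. The count in females went to 71, 39, 371 and 375 without GFP 1 to 4, and to 78 and 31 without GFP-GR100 1 and 2. The count in males went to 1027, 1034 and 415 without GFP-GR100 1, 2 and 4.

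The third comparison, of males with females, checked the sex labels. The Y-linked genes Eif2s3y, Ddx3y, Kdm5d and Uty were higher in males by 9.25, 8.43, 7.55 and 6.30 on the log2 scale. Xist, the RNA of X inactivation, was lower in males with a log2 difference of -8.41, though Tsix lies antisense to it and the use of strand in counting was not stated. Gm27733, with a log2 difference of -9.01, lies within Xist on the same strand, so its counts could be reads of Xist. In all, 877 genes differed, 386 higher in males and 491 higher in females, of which 829 lay on autosomes, 43 on the X and 5 on the Y chromosome. DESeq2 called 2641. The edgeR count was 20 without GFP 1, 20 without GFP 2, 57 without GFP 3, 1397 without GFP 4, and 36, 14, 25 and 1923 without GFP-GR100 1 to 4.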

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

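Counts over other splits of the libraries were planned before the data were examined, while the tests of a larger share of microglia, of blood, of rRNA carry-over and of the amount of choroid plexus were chosen after the results were seen. The 8 libraries can be split into 4 and 4 in 35 ways. Each split was fitted with sex in the model, except the split by sex itself, which had no covariate. The real split called the most genes, 528, and the highest other split called 19. Thus 1 of 35 splits gave as many, the smallest share that this test can give. The other splits had no term for group, so a group effect would add to their spread. For males against females 1 of 35 splits gave as many as 877 genes, and the highest other split, the genotype split itself with no covariate, called 413, while the highest after it called 9. For the lists, 4 of 35 splits, the real one included, called 30 or more, and the highest other split called 33, so chance cannot be excluded for the number of called lists.

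The rise of interferon-stimulated genes was weighed against a larger share of microglia and against blood left in the tissue. The median rise of the 35 interferon genes exceeded that of the homeostatic microglia markers by 1.56 on the log2 scale, and the lower quartile of the interferon genes, 1.82, lay above the upper quartile of the microglia markers, 0.984, which argues against a larger share of microglia as the whole cause. The mean log2 CPM of the 4 haemoglobin transcripts, led by Hbb-bs at 60.1 ± 26.1 CPM in GFP and 75.2 ± 43.8 CPM in GFP-GR100, lay above its GFP mean by at most 1.3 in any GFP-GR100 library, below the lower quartile of the interferon rises, which argues against blood as the whole cause. An interferon response to the poly(GR) protein, a change in the state of microglia, and a difference in vector dose or transgene level may each account for the rise, and none of these was tested.

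The interaction between sex and group was marked because a test of the difference itself called 11 genes, with male minus female effects of 2.65 for Lars2, -1.41 for Vgf, 2.17 for Gm12913, 1.96 for Mir6236 and 1.28 for Dcx. The log2 share of counts at the rRNA loci had an R squared of 0.907 with the crosswise split of the libraries. That split sets GFP females and GFP-GR100 males against GFP males and GFP-GR100 females. Thus rRNA carry-over and a sex-dependent effect cannot be told apart for these genes. With that share in the model, 1 gene, Igkc, was called and none of the 11. Of the 8 that do not define the share, the effect went from -1.41 (SE 0.157) to -1.14 (SE 0.635) for Vgf, from 1.28 (SE 0.169) to 1.87 (SE 0.652) for Dcx, from 2.17 (SE 0.247) to 1.66 (SE 0.952) for Gm12913, from 1.96 (SE 0.247) to 1.17 (SE 0.955) for Mir6236, from -1.38 (SE 0.191) to -1.68 (SE 0.763) for Nptx2 and from 3.85 (SE 0.558) to 7.22 (SE 1.8) for Adamts19. It went from 2.42 (SE 0.353) to -0.135 (SE 1.13) for Rn7sk and from 1.96 (SE 0.26) to 0.416 (SE 0.896) for Gm24270. Nptx2, Adamts19, Rn7sk and Gm24270 were named after their values were seen. The SE grew for all 8, and for Rn7sk and Gm24270 most of the effect was lost as well. Yam1, AY036118 and Lars2 define the share, so their own values with it decide nothing. A true difference between the sexes stays open.

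The fall of choroid plexus markers was weighed against a smaller amount of that tissue in the GFP-GR100 samples. The estimated correlation of the 16 markers within groups was 0.748, and 0 of the markers stand in another list. A varying amount of choroid plexus would give such a value, but lists that mark no separate tissue came close to it or above it, with 0.798 for cytosolic ribosomal proteins and 0.69 for oxidative phosphorylation, so it does not single out the amount of tissue. Ttr, its most abundant marker, was at 215 ± 99.2 CPM in GFP and 40.2 ± 23.7 CPM in GFP-GR100 and did not pass the edgeR test (adjusted p = 0.145). The median score of the markers was 1, 0.676 and 1.23 in GFP 1 to 3 but -0.136 in GFP 4. That is close to the GFP-GR100 libraries at -0.829 to -0.182, although GFP 4 had the heaviest sample, at 126.6 mg. The tissue may have been lost in the dissection of the smaller brains or reduced in the animals, and neither was tested.

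Single libraries far from the other 3 of their group were found for 10 of 238 groups of values, where chance gives about 12. GFP 3 stood above the other GFP libraries for Trem2 at 18.5 CPM (others 12.7 to 13.4), Gfap at 332 CPM (200 to 209), H2-T22 at 19.8 CPM (14.3 to 14.9) and Csf3r at 8.47 CPM (5.67 to 5.89). GFP 4 stood below the others for Oas2 at 0.596 CPM (1.19 to 1.26) and for the score of hippocampal field markers at 0.00358 (0.0495 to 0.0566). GFP-GR100 4 stood above the others for the myelin score at 0.261 and below them for the excitatory neuron score at -0.406 and for Cpne4 at 43.8 CPM (52.9 to 54). GFP-GR100 3 stood below the others for the score of astrocyte markers at -0.172 (0.0467 to 0.0762).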

How the results depend on the processing

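The fits without GFP 3 and GFP-GR100 4 and with the rRNA share as a covariate were chosen after seeing the data. The counts of genes that rose and fell, 460 and 68, were 1168 and 361 with no filter on low counts, 724 and 200 with DESeq2, 696 and 267 with the rRNA share, and 257 and 26 with an absolute log2 fold change of at least 1. The number that fell was 36 with a mean of at least 1 CPM, 32 with limma-trend on log2(RPKM + 0.1), 35 with no sex covariate and 113 without GFP 3 and GFP-GR100 4. The interaction count of 11 was 1353 with no filter, 567 with DESeq2 and 1 with the rRNA share. The female count of 185 was 753 with no filter and 382 with DESeq2, the male count of 1959 was 3516 with no filter, and the sex count of 877 was 2730 with no filter and 2641 with DESeq2. With no filter the estimated prior degrees of freedom became infinite, against a median of 7.55 in the filtered group fit, so the spread of each single gene was no longer used, and 1459 of the 1529 group calls fell on genes that the filter keeps. The cause was not tested for the other counts. The unfiltered and DESeq2 fits called all 460 and all 68 genes again. Lists called higher, 10, and lower, 20, were 1 and 0 with an estimated correlation and 9 and 4 with fry. Those called lower were 11 without GFP 3 and GFP-GR100 4. The lists called lower with fry were endoplasmic reticulum chaperones, heat shock chaperones, ependyma and cholesterol synthesis. The brain weight difference was -41.3 mg with permutation within each sex (exact p = 0.0556) and -42 mg for medians (exact p = 0.0571), each the smallest p that its test can give. Leaving out each library gave 307 to 519 genes higher, 19 to 75 lower, 1 to 803 for the interaction, 31 to 375 in females, 415 to 2674 in males, 14 to 1923 between sexes, 8 to 11 lists higher, 14 to 20 lists lower and weight differences of -44 to -38.5 mg. Leaving out a library leaves 1 animal in its sex and group, and the edgeR fit then assumes that this animal varies like the others. Of the named genes, 3110043O21Rik, which did not pass, changed sign to 0.0226 with limma-trend on RPKM, and ran from -0.0901 to 0.0263 on leaving out each library, with the highest value without GFP-GR100 2. Among the other values of named genes, 57 were lost and 1 gained on leaving out a library and 525 kept their side, and under the other settings 31 were lost, 8 gained and 551 kept their side. No paired analysis was possible because the replicate numbers come from accession order and pair no animals. Genes with few counts limit the precision, since 3 counts correspond to up to 0.0455 CPM.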

Other observations

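Many genes outside the fixed lists also passed, and those named here were chosen after their values were seen. Mx2 rose from 1.29 to 9.38 CPM (log2 fold change 2.86, SE 0.15), the CpG-binding antiviral factor Zc3hav1 from 5.56 to 19.8 CPM, Samd9l from 6.04 to 25.9 CPM, Parp12 with a log2 fold change of 1.52 (SE 0.10) and the RIG-I ligase Trim25 from 7.95 to 23.1 CPM (means, n = 4). Irf8 rose from 5.98 to 15.0 CPM, Fcgr1 from 4.04 to 10.2 CPM, Cd22 from 0.388 to 2.51 CPM and the interleukin 10 receptor Il10ra with a log2 fold change of 1.00 (SE 0.12). Of the 460 genes that rose, 83 belonged to the 8 immune lists, which hold 174 tested genes.

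Of the 68 genes that fell, 8 belonged to the choroid plexus or ependymal lists. The glucocorticoid-induced gene Tsc22d3 fell from 87.1 to 56.9 CPM (log2 fold change -0.61, SE 0.11), the peptide hormone gene Apln from 32.5 to 18.0 CPM and the metabotropic glutamate receptor Grm3 from 61.3 to 43.2 CPM. The cilium gene Sntn fell from 0.485 to 0.0822 CPM, and Wfdc2 from 0.711 to 0.139 CPM. Among interferon-stimulated genes that did not pass, Cxcl10 was at 1.46 CPM in GFP and 16.0 CPM in GFP-GR100 (adjusted p = 0.110).

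The share of counts at nuclear copies of mitochondrial sequence ran from 2.84% to 4.63% of a library. The relation of brain weight to expression across animals was not tested.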
